A study of Mus musculus with 6 samples.

How the data were processed

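The 6 libraries came from the distal metaphysis of mouse femurs, 3 radiated and 3 contralateral, on day 21. Per the labels' protocols, muscle was removed, the bone was homogenized, RNA was isolated on silica columns and libraries were prepared with a stranded mRNA kit. The deposited table holds, for 43346 genes, raw counts and RPKM (values scaled by gene length and by library size) in 1 column per library, per the file headers. The aligner, the counting tool, the genome build, the annotation, any filter and the use of strand are not stated. The counts deposited by the authors are whole numbers that sum to a different total in each library. The deposited RPKM values equal the counts divided by gene length plus 1 base and by a constant per library, which is 5.55 to 6.91 times the sum of the gene counts. What that constant counts is not stated, so RPKM was not used for any test. Of the gene IDs, 98.0% were found in GENCODE M21 (build GRCm38), and 78.8% of those had the same start and end. Coordinates are printed as the table gives them, counted from 1, and their build is not stated.

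Groups were taken from the labels. Each library was counted as 1 replicate. Pairs of replicates within a group differed by far more than sampling noise, with a chi-square per degree of freedom of 18.1 to 633. The highest values, 536 and 633, came from the pairs with non-radiated library 2. The statistic sums over genes with library totals as the only scaling, so the single gene AY036118 weighs heavily on them. It had 11424164 counts in that library, against 745942 and 2298842 in non-radiated libraries 1 and 3. The range therefore does not measure the spread of a typical gene. Libraries prepared separately from 1 sample could also exceed that noise, so these values do not show that the replicates are separate animals. The counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), which left 18757, libraries were scaled by TMM, and glmQLFit and glmQLFTest were run with the group as the only term. P-values were adjusted by Benjamini-Hochberg over all genes tested. CPM values are scaled by TMM, and the standard error of a log2 fold change is its size divided by the square root of F. The biological coefficient of variation was 12.9%. Because fold changes rest on TMM, they are relative to the bulk of genes and not to a cell or an amount of RNA.

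Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), with fry and an estimated correlation as alternatives. Of 445 list entries 444 were found in the table, 4 of them through their gene ID, and 14 genes were in more than 1 list. Shares of counts were compared by two-sided exact permutation over 20 labelings, for which the smallest p is 0.1. Wilson intervals at 95% were given for shares of single libraries.

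The lists, the alternatives and the rule for naming genes were set before the data were examined. The rule took the 8 largest rises and the 8 largest falls among called genes with a mean of at least 1 CPM and no overlap between groups, the 16 chosen genes, and in each list called by camera up to 4 genes with the smallest p. Some genes under that rule are not reported here. Genes named outside that rule, AY036118, Gm26917 and those in the part on other observations, were chosen after their values were seen. Ddx3y and Xist, also outside it, were named as a check of sex after their counts were seen, and 7420461P10Rik and Supt3 only as genes that overlap a named one. Of 86 genes under that rule and tested, 25 overlap another gene in the table, and their counts are uncertain where the counting did not use strand.

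Both groups carry the numbers 1 to 3, and the femurs compared are opposite legs. The labels do not say that a number marks a mouse. The deviations of libraries from their group means were correlated for the same number, at 0.166, 0.277 and 0.187 for numbers 1, 2 and 3 across genes, and between -0.170 and -0.008 for different numbers. Genes are not independent replicates, and these values are a check only. Deviations within a group cancel out, so positive values for the same number force lower ones for different numbers. By this check the numbers were taken to pair the samples, but it does not show what a shared number marks. Pairs below are libraries with the same number, and a fit with the number as a block was an alternative.

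The other alternatives were DESeq2 1.42.0 size factors, library totals alone, no filter on low counts, a mean of at least 1 CPM, DESeq2's Wald test, limma-voom, and leaving out each library in turn. Chosen after seeing the data were fry and the estimated correlation with the replicate block, a fit with the muscle share as a covariate, library totals without AY036118 and Gm26917, and shares outside AY036118. The fit was tested on counts simulated for 18757 genes, of which 18464 passed the filter. Of 198 changed genes among these, 77.6% of those changed 2-fold and 97% of those changed 4-fold were recovered. The fit also called 18 of 18266 unchanged genes. With at most 198 true calls beside them, these 18 were a larger share of the calls than the threshold on adjusted p aims for. The false calls in the simulation were therefore more frequent among called genes than that threshold implies. Transcripts resembling Gm10800 were found with BLAST 2.17.0 at 80% identity or more over at least 100 bases of GENCODE M21 transcripts.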

Results

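RNA-seq gene counts were analysed from 6 mouse femur libraries. The animals were C57BL/6 mice, a common inbred laboratory strain, aged 4 months. An image-guided X-ray beam gave 24 Gy in 1 session, at 6.6 Gy per minute, to 5 mm of distal metaphysis in the right femur only. The gray (Gy) is the unit of absorbed dose, and the metaphysis is the trabecular, marrow-rich end of the shaft next to the growth plate. The opposite femur was left without radiation. Bone pieces with their marrow were taken on day 21, after muscle had been stripped off, which gave 3 radiated and 3 non-radiated libraries. The day was set ahead of the bone loss seen at day 28, so the comparison asks which transcripts differed before that loss.

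Total gene counts were 34034251, 34684447 and 40993415 in non-radiated libraries 1, 2 and 3, and 35919292, 48708383 and 41378719 in radiated libraries 1, 2 and 3. Between 23427 and 25304 genes had at least 1 count in a library. Counts of Y-linked genes were high in all 6 libraries, with 2621 to 4930 counts of Ddx3y against 10 to 27 counts of the female-specific transcript Xist. In non-radiated library 2 a single row of the table, AY036118, held 32.9% of the counts (95% Wilson interval 32.9% to 33.0%), which left the other genes of that library with less depth. Intervals of this kind cover counting error only. All 37 mitochondrially encoded genes were listed at 0 in every library, so their share could not be measured.

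Of 18757 genes tested with edgeR's quasi-likelihood test, 1463 had a Benjamini-Hochberg adjusted p under 0.05, of which 856 (58.5%) were higher and 607 lower in radiated femur. At an unadjusted p under 0.05 there were 4040 genes, where 938 would be expected with no difference. A change of at least 2-fold was also met by 357 genes, 228 higher and 129 lower. The normalized values of the 2 groups did not overlap for 25.9% of the tested genes, against 10% expected by chance for 3 against 3, and for 1462 of the 1463 called genes. Among the alternatives, leaving out radiated library 1 moved the count of called genes most, to 764. Without non-radiated library 2 the count was 819, and without non-radiated library 1 it was 905. The count rose most with no filter on low counts, to 2073, and was 1935 with DESeq2's Wald test. Scaling by library totals alone, which lets AY036118 enter the scaling, gave 1000 genes, of which 85.4% were higher. Under that scaling the median log2 fold change of all genes was 0.19, against 0.00 with the trimmed mean of M-values (TMM).

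The genes with the largest rises among called genes with a mean of at least 1 CPM (a gene count scaled to the size of its library) were Tmem45b, Gm8810, Cidec, A530016L24Rik, Gm10800, Myoc, Pck1 and Gm10801. Tmem45b (ENSMUSG00000041737, chromosome 9, 31426199 to 31464238) was at 0.189 ± 0.0904 CPM in the non-radiated libraries and 4.90 ± 1.96 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change 4.70, SE 0.43, edgeR adjusted p 0.000292. Cidec (ENSMUSG00000030278, chromosome 6, 113424634 to 113435760), which encodes a lipid droplet protein, was at 0.612 ± 0.0817 CPM in the non-radiated libraries and 9.49 ± 3.05 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change 3.96, SE 0.28, edgeR adjusted p 5.73e-05. Pck1, which encodes a gluconeogenic enzyme (ENSMUSG00000027513, chromosome 2, 173153048 to 173159273), had a log2 fold change of 3.69 (SE 0.22, edgeR adjusted p 1.53e-05). The adjusted p of Gm8810 was 0.0261. This gene is annotated as an unprocessed pseudogene, a class that can share reads with its parent gene, and its call was lost in 5 of 15 alternatives, among them the fits without non-radiated library 1 and without non-radiated library 3. Gm10800 and Gm10801 lie next to each other on chromosome 2, at 98666547 to 98667301 and 98662237 to 98664083. Their transcripts resemble each other and those of 11 other genes at 80% identity or more over at least 100 bases, so their counts are uncertain. Myoc overlaps 7420461P10Rik, and whether the counting used the strand is not stated. It was at 4.54, 8.18 and 1.93 CPM in radiated libraries 1, 2 and 3, the same order as the skeletal muscle list below. Its log2 fold change was 3.81, and 2.51 with the muscle share as a covariate. Myoc was called in all 16 settings, but residual muscle is not excluded as a part of its rise.

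Among the genes with the largest falls were A2m, Sele, Ly6g6f, Gm28609, Serpina1a, Pdzk1 and Gcsam, with log2 fold changes from -1.92 to -1.71. A2m (ENSMUSG00000030111, chromosome 6, 121636173 to 121679237) was at 4.72 ± 0.358 CPM in the non-radiated libraries and 1.25 ± 0.324 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change -1.92, SE 0.20, edgeR adjusted p 0.000679. Ly6g6f (ENSMUSG00000034923, chromosome 17, 35080480 to 35085610) was at 17.1 ± 0.122 CPM in the non-radiated libraries and 5.04 ± 0.434 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change -1.76, SE 0.10, edgeR adjusted p 1.43e-05. The call of Serpina1a (edgeR adjusted p 0.0267), which has close paralogs, was kept in 2 of the 6 fits that each left out one library, and was lost without non-radiated library 1, 2 or 3 and without radiated library 1. Gm28609 and Pdzk1 overlap other genes in the table, so like Myoc they are uncertain where the counting did not use strand.

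Of 16 genes chosen before the data were examined for their role in bone, marrow fat and the response to DNA damage, 15 passed the filter on low counts. Over all genes tested 6 of them were called, and 10 when adjusted over the list alone. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722), which encodes the cell cycle inhibitor p21, was at 8.05 ± 0.697 CPM in the non-radiated libraries and 31.4 ± 1.59 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change 1.96, SE 0.09, edgeR adjusted p 5.94e-06. The difference was larger than the spread between replicates and was called in each of the 15 alternatives. Cdkn2a was under the filter, with 4, 4 and 3 counts in non-radiated and 11, 11 and 7 in radiated libraries. With no filter its log2 fold change was 0.98 (SE 0.61, edgeR adjusted p 0.490), so a difference was not detectable at this depth.

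The 6 chosen genes of the bone-forming lineage had negative log2 fold changes. Runx2 (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) was at 87.5 ± 4.97 CPM in the non-radiated libraries and 63.1 ± 5.02 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change -0.47, SE 0.07, edgeR adjusted p 0.00396. Its call was lost under library totals alone, and it overlaps antisense transcripts and Supt3. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 5233 ± 1068 CPM in the non-radiated libraries and 3419 ± 399 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change -0.61, SE 0.16, edgeR adjusted p 0.0470. Its call was kept in 1 of the 6 fits that each left out one library, the one without non-radiated library 2, and its adjusted p ranged from 0.00687 to 0.270 over all settings. Sp7 had a log2 fold change of -0.51 (edgeR adjusted p 0.0814), which became a call with the replicate block (adjusted p 0.0117, range over settings 0.00336 to 0.572). The differences in Bglap, Sost and Dmp1 were negative and not called, at edgeR adjusted p 0.0729, 0.197 and 0.124. They were called in 2, 0 and 2 of 16 settings, with adjusted p of at least 0.00441, 0.0510 and 0.00875. Of the genes for osteoclasts, the bone-resorbing cells, and their regulation, Tnfsf11, Tnfrsf11b, Acp5 and Ctsk had log2 fold changes from -0.20 to 0.11, with edgeR adjusted p from 0.512 to 0.849, and each changed sign under at least 1 alternative.

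Adipoq, the adiponectin gene of fat cells (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028), was at 16.5 ± 1.52 CPM in the non-radiated libraries and 33.5 ± 5.96 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change 1.02, SE 0.13, edgeR adjusted p 0.00191. Pparg rose by less, with a log2 fold change of 0.35 (SE 0.09, edgeR adjusted p 0.0451), and its call was kept in 1 of the 6 fits that each left out one library, the one without radiated library 3. In the stromal genes, Lepr fell by 0.48 on the log2 scale (SE 0.07, edgeR adjusted p 0.00381), a call lost under library totals alone. Cxcl12 fell by 0.28 (edgeR adjusted p 0.0515), with no overlap between groups. It was called in 6 of 16 settings, with adjusted p from 0.000316 to 0.855, and when adjusted over the chosen genes alone (0.00878).

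**Figure D1:**
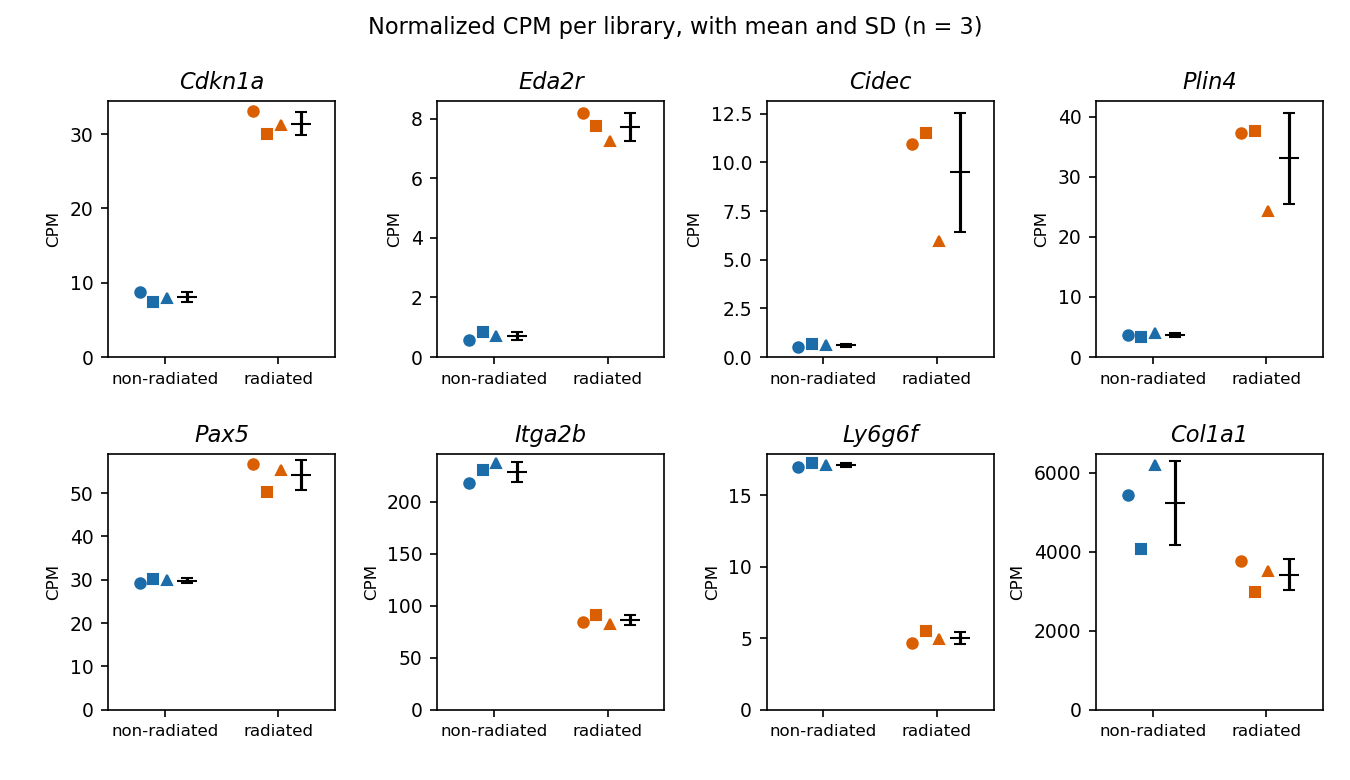
Normalized CPM (vertical axis, from 0) of 8 genes in each library. Blue symbols are non-radiated and orange symbols radiated femurs, circles, squares and triangles are replicates 1, 2 and 3, and black marks give the mean and SD (n = 3). Cdkn1a, Eda2r, Cidec, Plin4 and Pax5 were higher and Itga2b, Ly6g6f and Col1a1 lower in radiated libraries, with no overlap between groups.

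Marker genes of the cells of bone and marrow, p53 targets and other programmes were tested as 19 lists of 445 entries with camera, which compares a list with all other genes under a preset inter-gene correlation of 0.01. By this test 15 lists were called, 8 higher and 7 lower. Only 8 of the 15 held under fry, a rotation test, and 4 held with the correlation estimated for each list. Those 4 were the megakaryocyte, p53 target, B cell and adipocyte lists, and they were called in 18 of 19 settings. Most of these settings were camera fits with the preset correlation, so the count largely repeats 1 test. The other 4 that held under fry were the stem and progenitor cell, T and NK cell, macrophage and neutrophil lineage lists. With the replicate block fry called 5 lists, those of megakaryocytes, p53 targets, B cells, adipocytes and the erythroid lineage, and did not call those other 4 (adjusted p 0.0525, 0.0948, 0.0640 and 0.0948). With the block and the estimated correlation no list was called, and 4 had an unadjusted p under 0.05, the same 4 as above (adjusted p 0.0922 for megakaryocytes, p53 targets and B cells and 0.107 for adipocytes). Of the 19 lists 15 changed in one direction in all 3 pairs.

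The megakaryocyte list, of the marrow cells that make platelets, fell in all 15 genes, 14 of them called, with a median log2 fold change of -1.41 and adjusted p of 0.000231 by fry and 0.00559 with the estimated correlation. Itga2b, the integrin gene of this lineage (ENSMUSG00000034664, chromosome 11, 102453297 to 102470122), was at 229 ± 9.52 CPM in the non-radiated libraries and 86.2 ± 4.77 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change -1.41, SE 0.06, edgeR adjusted p 5.94e-06. Clec1b and Tubb1 fell by 1.45 and 1.47 on the log2 scale. Each radiated library lay between -1.29 and -1.46 as the list's median relative to the non-radiated mean. All 22 B cell genes were higher, 21 of them called, with a median of 0.73. Pax5 rose by 0.86 (SE 0.07, edgeR adjusted p 8.61e-05), and Igll1, Pou2af1 and Vpreb1 by 1.07, 0.86 and 1.12.

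Of 30 p53 targets 26 were higher, 12 of them called, with a median of 0.26. Beside Cdkn1a, Eda2r (ENSMUSG00000034457, chromosome X, 97333840 to 97377216) was at 0.707 ± 0.131 CPM in the non-radiated libraries and 7.73 ± 0.476 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change 3.46, SE 0.17, edgeR adjusted p 7.99e-06. Phlda3 rose by 2.31 and Zmat3 by 1.09 on the log2 scale. In the adipocyte list 20 of 22 tested genes were higher, 13 of them called, with a median of 0.89. Plin4, a lipid droplet gene (ENSMUSG00000002831, chromosome 17, 56100591 to 56109803), was at 3.68 ± 0.371 CPM in the non-radiated libraries and 33.1 ± 7.63 CPM in the radiated libraries (mean ± SD, n = 3 each), log2 fold change 3.16, SE 0.18, edgeR adjusted p 1.53e-05. Cfd and Scd1 rose by 3.03 and 2.26.

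Of the lists that held under fry but not with the estimated correlation, the neutrophil lineage list had a median of -0.35, with all 20 genes lower and 5 of them called. The stem and progenitor cell list had a median of -0.38, with Slamf1 and Flt3 lower at -1.24 and -0.65. The macrophage list had a median of 0.42, with 11 genes called higher, among them Trem2 at 0.77, and 2 called lower, among them Cd163 at -0.91. The T and NK cell list had a median of 0.49, which was 0.31 without radiated library 1 and 0.54 without radiated library 3.

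In the fits without the block, camera alone called 7 lists. The osteoblast list had a median of -0.44, with 20 of 24 genes lower and 6 called, among them Phex at -1.04 and Ifitm5 at -1.08. Non-radiated library 2 lay at -0.34 for this list, below radiated library 1 at -0.16, but within the pairs the list was lower in each radiated library, by 0.30, 0.35 and 0.59 for numbers 1, 2 and 3. With the block its adjusted p was 0.0948 by fry and 0.292 with the estimated correlation. The osteocyte list had a median of -0.25, although Fgf23 rose by 2.30 (edgeR adjusted p 0.0106). It was lower in each radiated library of a pair, by 0.35, 0.12 and 0.60. Without non-radiated library 2 the osteocyte median was -0.42. The list of secretory factors associated with senescence had a median of 0.32, with Mmp12 higher by 2.54 and Cxcl5 lower at -1.18, and its call was lost with the muscle covariate (adjusted p 0.0517). The interferon response list had a median of 0.31, with Cxcl10 at 1.45, and went from 0.19 without radiated library 1 to 0.42 without radiated library 3. The cell cycle list had a median of -0.10 with no gene called, 2 genes at an unadjusted p under 0.05, a median of -0.15 without non-radiated library 3 and a positive one of 0.11 under library totals alone. The cell cycle call was lost without non-radiated library 2 (median -0.06) or radiated library 1 (-0.06), and the osteocyte call without non-radiated library 1 (-0.24) or 3 (-0.24) or radiated library 2 (-0.27) or 3 (-0.26) and with the muscle covariate (-0.30). The chondrocyte list had a median of -0.38 and was lower in each radiated library of a pair, by 0.68, 0.04 and 0.13. It moved to -0.11 without radiated library 2 and -0.12 without non-radiated library 1, and to -0.66 without non-radiated library 2 and -0.65 without radiated library 3. Its call was lost in the first 2 of these fits and without non-radiated library 3 (-0.29), and kept in the last 2 (camera adjusted p 6.33e-12 and 0.000975). In that list Cytl1 was called lower at -1.22 (edgeR adjusted p 0.0207, called in 12 of 16 settings) and Comp higher at 0.77 (0.00705, called in 16), while Col10a1 (edgeR adjusted p 0.0587, 0.0364 with the replicate block) and Col11a1 (0.0512, 0.000552 with the block) became calls with the block. Over all settings these adjusted p ran from 5.3e-21 to 0.349 for Col10a1 and from 0.000552 to 0.322 for Col11a1. The lowest value for Col10a1 came under library totals alone, where edgeR's prior degrees of freedom were infinite against 5.18 in the TMM fit, so the gene's own spread did not enter. Camera did not call the osteoclast, marrow stroma, endothelium and erythroid lists, with medians of 0.12, -0.04, 0.09 and -0.11. Under library totals alone the marrow stroma and erythroid medians were positive, at 0.14 and 0.0883, and the osteoclast median was negative without non-radiated library 2 (-0.0233). The erythroid list was called with the replicate block (camera adjusted p 0.0133, without it 0.0606, and fry adjusted p 0.0463 with it), and in 6 other camera fits: with no filter (adjusted p 0.0204), limma-voom (0.0387) and the muscle covariate (3.33e-05, median -0.22), and without non-radiated library 1 (-0.14) or 3 (-0.13) or radiated library 2 (-0.20). The marrow stroma list was called with the muscle covariate alone (adjusted p 0.0416, median -0.10).

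**Figure D2:**
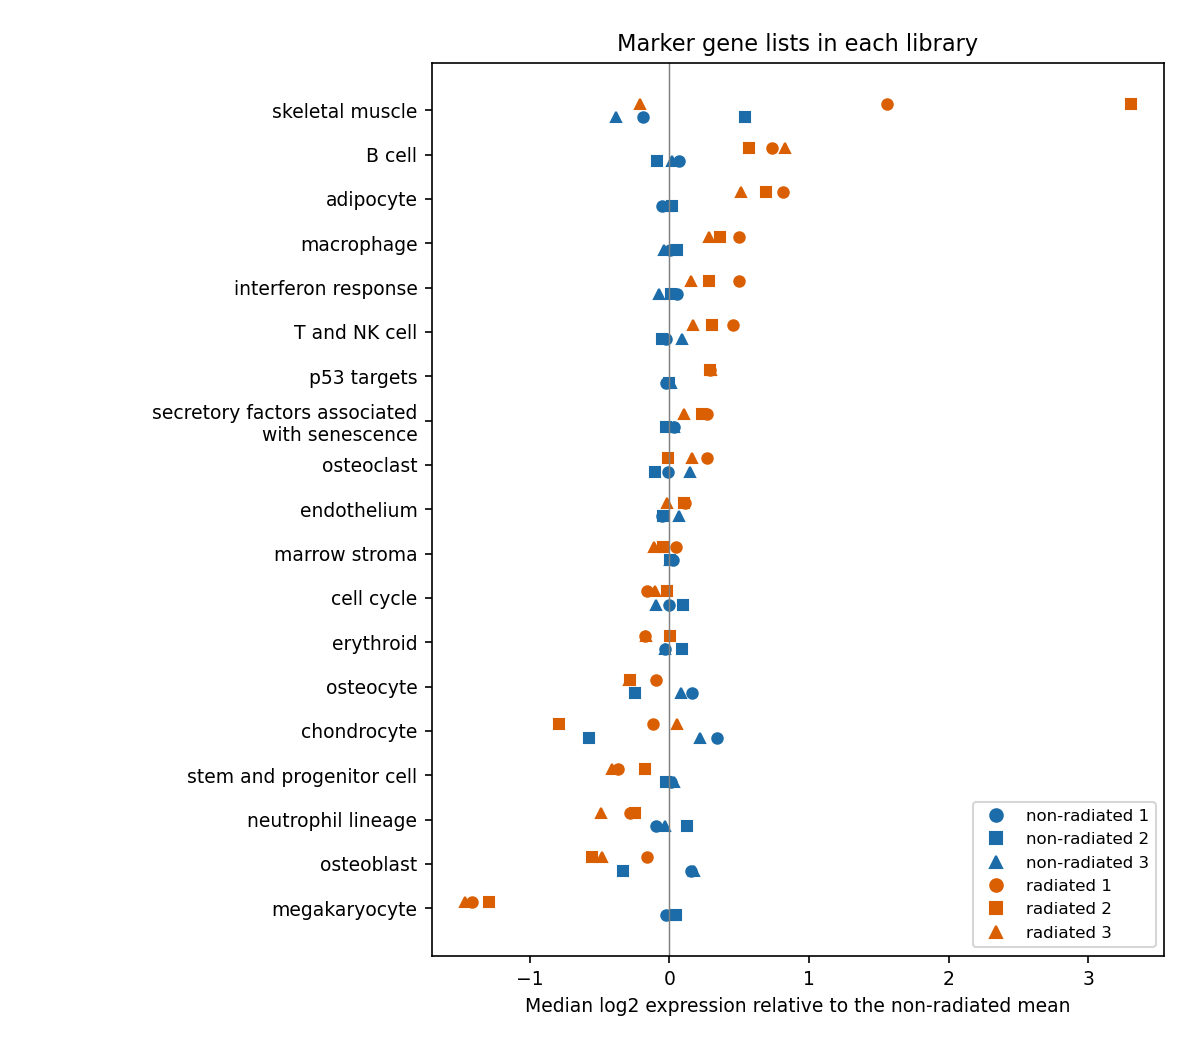
Median log2 expression of each of the 19 lists in each library, relative to the non-radiated mean (horizontal axis). Blue symbols are non-radiated and orange symbols radiated femurs, and circles, squares and triangles are replicates 1, 2 and 3. The megakaryocyte list lay between -1.29 and -1.46 in radiated libraries, and the skeletal muscle list spread from -0.21 to 3.30 among them.

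The skeletal muscle list, the last of the 7, had the highest median, 2.25, and no called gene among 24, although all 24 had an unadjusted p under 0.05. The radiated libraries differed from one another. Relative to the non-radiated mean the list lay at 1.56, 3.30 and -0.21 in radiated libraries 1, 2 and 3. Without radiated library 2 the median was 0.96. Ttn, Atp2a1, Neb and Tnnc2 had edgeR adjusted p from 0.0704 to 0.0852, and from 0.0198 to 0.0448 with the replicate block. The list took 0.227% of counts in radiated library 1 (95% Wilson interval 0.225% to 0.228%), 0.733% in radiated library 2 (0.730% to 0.735%) and 0.0722% in radiated library 3 (0.0714% to 0.0731%). The group shares were 0.344% ± 0.346 in radiated and 0.0634% ± 0.00871 in non-radiated libraries (mean ± SD, n = 3 each), with a two-sided exact permutation p of 0.1, the smallest that 3 against 3 can give (Benjamini-Hochberg adjusted 0.2). Without radiated library 2 the difference between groups dropped from 0.281 to 0.0861 percentage points.

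Haemoglobin genes took 2.32% ± 0.169 of counts in radiated and 1.69% ± 0.267 in non-radiated libraries (mean ± SD, n = 3 each, two-sided exact permutation p 0.1, Benjamini-Hochberg adjusted 0.2 over 4 shares tested). The genes of this family resemble one another and were summed. Outside AY036118 the shares were 2.40% ± 0.134 and 1.96% ± 0.118, with the same exact permutation p of 0.1. For the muscle list the exact permutation p outside AY036118 was 0.2, since non-radiated library 2 then lay above radiated library 3. Within the pairs this share was higher in each radiated library. It was 0.240% against 0.0689%, 0.735% against 0.103% and 0.0755% against 0.0565% for numbers 1, 2 and 3. AY036118 itself took 3.35% ± 2.67 of counts in radiated and 13.6% ± 16.9 in non-radiated libraries (exact permutation p 0.4), and its neighbour Gm26917 1.92% ± 0.177 and 1.81% ± 0.382 (exact permutation p 0.9).

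**Figure D3:**
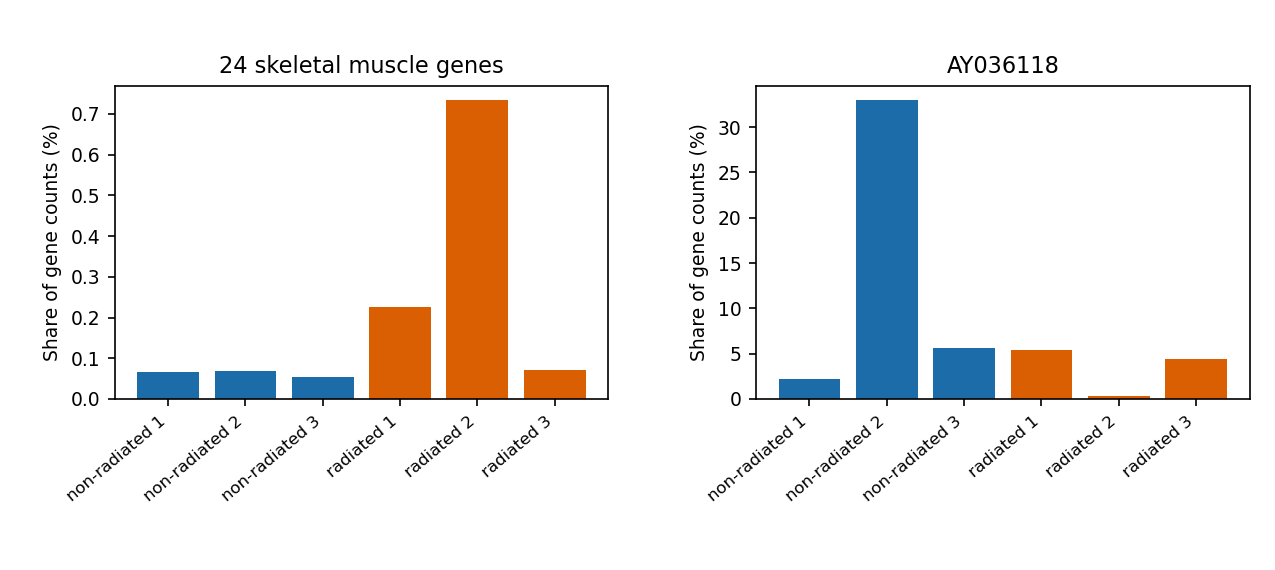
Share of gene counts (%, vertical axis from 0) taken by the 24 skeletal muscle list genes (left) and by AY036118 (right) in each library. Bars are single libraries, blue for non-radiated and orange for radiated. The muscle share reached 0.733% in radiated library 2 and AY036118 reached 32.9% in non-radiated library 2.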

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

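Direction was the more stable property: of 86 genes under the naming rule, 76 never changed direction in any setting and 46 never changed their side of the threshold, and of 67 called genes 44 were called in every setting. The rule chose many of these genes for large changes without overlap between groups. Without overlap a direction can hardly change when 1 library is left out, so a part of this stability was set by the rule. The replicate block gave 1670 called genes, 1330 of them shared with the 1463 of the unpaired fit, and 16 lists in place of 15. The differences in share, 0.637 percentage points for haemoglobin and 0.281 for muscle, must be equal with and without the block when pairs are complete. The block added the erythroid list and 7 named genes (Sp7, Col10a1, Col11a1, Ttn, Atp2a1, Neb and Tnnc2). It changed no other call of camera or of the named genes.

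The number of called genes ran from 764 to 1376 across the 6 fits that each left out one library, with 433 to 917 higher and 328 to 602 lower. The lowest counts came without radiated library 1 (764), non-radiated library 2 (819) and non-radiated library 1 (905). These fits have fewer samples. The muscle covariate gave 973 called genes, 553 of them higher, of which 838 were shared with the 1463. The cause was not tested. Without the filter on low counts 1294 genes were higher and 588 changed at least 2-fold, with 28798 genes tested.

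Library totals alone gave 677 genes at 2-fold and 146 lower genes, with 85.4% of calls higher against 58.5%. Of the 1463 genes 670 were shared. The median log2 fold change of all genes was 0.19 in that setting, and library totals without AY036118 and Gm26917 brought it to 0.03, with 1499 genes called and 1351 shared, so that most of the shift came from those rows. Of these calls 1004 were higher and 495 lower, so a part of the imbalance stayed. Under library totals alone edgeR's prior degrees of freedom were infinite, so each gene took the common trend of variance in place of its own, and its calls and p-values have little meaning for genes that vary much between replicates, such as those of muscle. The prior was 5.18 in the TMM fit and 16.5 with no filter. The muscle genes Ttn, Atp2a1, Neb and Tnnc2 were calls with no filter as well. They were also calls with the replicate block (prior 6.55) and without radiated library 3 (5.64). They were not calls without radiated library 2 (6.58), so these calls did not follow the prior alone. Without radiated library 3, 68.2% of calls were higher.

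Fry called 8 lists and the estimated correlation 4. With the replicate block fry called 5 lists and the estimated correlation 0. The p53 target, adipocyte, B cell and megakaryocyte lists were called in all settings but the last, 18 of 19. Their medians were 0.26 to 0.47, 0.75 to 1.07, 0.64 to 0.91 and -1.48 to -1.21. Most of those settings were camera fits with the preset correlation and are not independent support. Some list medians changed sign. Under library totals alone these were marrow stroma (0.14), erythroid (0.0883) and cell cycle (0.11), along with the genes Tnfsf11 (0.0653), Mcm6 (0.0209), Cenpf (0.0139) and Cdk1 (0.0723). The median of all genes moved by about as much there, to 0.19. With the muscle covariate they were skeletal muscle (-0.18) and chondrocyte (0.21), along with Tnfsf11 (0.14), Tnfrsf11b (0.00981), Atp2a1 (-0.0574), Neb (-0.0211) and Tnnc2 (-0.13). For the muscle genes the covariate is built from the list itself. For the others the cause was not tested. Across the fits that each left out one library, the median ran from -0.0233 to 0.232 for the osteoclast list and from -0.126 to 0.0220 for marrow stroma, and the log2 fold change from -0.262 to 0.0782 for Tnfsf11, -0.0664 to 0.228 for Acp5 and -0.0811 to 0.210 for Ctsk. The osteoclast sign changed without non-radiated library 2 and the marrow stroma sign without non-radiated library 3.

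Across genes under the naming rule and alternatives, 88 other values lost a call and 38 gained one, and across lists 55 lost and 9 gained. The share of mitochondrially encoded genes has no alternatives, since all 37 are listed at 0. The depth limits Cdkn2a, at 3 to 11 counts per library.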

Other observations

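The tests of library scaling, of marrow and bone content, of fat attached to muscle, of inter-gene correlation, of the repeat family and of the AY036118 locus were chosen after the results they bear on had been seen. No biological explanation was tested other than the group itself.

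Only 1 of the 10 splits of the 6 libraries into 3 against 3, the real one, gave as many as 1463 called genes, and only 1 gave as many as 357 at 2-fold. The 9 other splits gave 0 called genes, with 186 to 1561 genes at an unadjusted p under 0.05 against 4040. Of the 4 splits that part all 3 pairs, the real one included, the other 3 likewise gave 0, and the remaining 6 splits each part 1 pair. The smallest share 10 splits can give is 0.1, so grouping by chance cannot be told apart by this count alone. For lists the real split was also the only 1 of 10 with as many as 15 camera calls, but the others came near it. Camera called 6 to 14 lists in the 9 other splits, with a median of 13. Fry called 0 lists in those splits, with 0 to 3 at an unadjusted p under 0.05, and the estimated correlation 0 to 2. Each of these splits sets 2 libraries of one group and 1 of the other against the rest, so a part of the real difference stays in it and also widens its spread, and its calls are not those of unchanged groups.

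With the group removed, the correlation between genes of a list, estimated from the residuals of the fit, was above the preset 0.01 in 18 of 19 lists, with a median of 0.365. In 50 draws of random lists of the same sizes the median lay between -0.0218 and 0.0206. This is consistent with genes of a list varying together between libraries by more than camera's preset allows, so its 15 calls may be too many.

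The fall of the megakaryocyte list was tested against 3 technical explanations. Its median stayed at -1.21 under the scaling that brought it nearest to 0. Once a trend on GC content and gene length was removed in the fit with the replicate block, it was -1.54, with an SD of 0.06 over 3 pairs. GC content was known for 98.9% of tested genes. Less marrow in the radiated pieces would have lowered other marrow lists alike, but the megakaryocyte list changed by -1.27 relative to the erythroid list, with no overlap between groups. A loss of megakaryocytes or of their transcripts in radiated marrow may therefore be considered as a hypothesis, found and tested on the same data. Cell number and expression per cell were not separated.

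The rise of the B cell list stayed at 0.73 under the scaling nearest to 0 and at 0.66 after removal of the trend on GC content and length (SD over 3 pairs 0.12). More marrow in the pieces would have raised the neutrophil list as well, but the B cell list rose by 1.05 relative to it, without overlap. That gap alone does not say which of these lists moved. The B cell list also rose by 0.83 relative to the erythroid list, whose median was -0.11, without overlap. This argues against a fall of the neutrophil list as the whole cause of the gap. A larger share of B-lineage cells in radiated marrow stays a hypothesis. The p53 target list kept a median of 0.26 under the scaling nearest to 0 and 0.22 after the GC and length trend (SD over 3 pairs 0.07). A p53 response still present at day 21 could explain it, as a hypothesis.

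The adipocyte list kept a median of 0.88 under the scaling nearest to 0 and 0.81 after the GC and length trend (SD over 3 pairs 0.23). Fat that came with residual muscle would track the muscle share, yet with that share as a covariate the median was 0.75. It was also raised in radiated library 3, at 0.51, where muscle genes were at the non-radiated level. More fat in the radiated marrow may explain the rise. Fat taken up at dissection without muscle was not tested and stays open.

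For the osteoblast list, less bone in the radiated pieces would have lowered the osteoclast list too. The osteoblast list changed by -0.53 relative to it, without overlap, which argues against less bone as the whole cause. The osteocyte list moved with the osteoblast list, with a difference of -0.18 between them and overlapping groups, and macrophages, whose list rose, may express some osteoclast genes. A smaller amount of bone therefore stays open as a part of the change.

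Muscle genes varied between libraries within the radiated group. A second set of 20 muscle genes, fixed before its values were seen, followed the first list across the 6 libraries with a median Pearson correlation of 0.976 per gene, although the lowest was 0.175. For the medians of both sets Pearson's r was 0.988 (exact permutation p 0.00278, Benjamini-Hochberg adjusted 0.00556 over 2 tests) and Spearman's rho 0.943 (exact permutation p 0.0167, adjusted 0.0167). Without radiated libraries 1 and 2, the farthest from the median, r was 0.926 over 4 libraries. Residual muscle left at dissection in radiated libraries 1 and 2 is a candidate source. The non-radiated libraries also carried these transcripts, with a mean of at least 1 CPM for all 24 list genes. Whether those pieces held residual muscle as well was not tested.

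Gm10800 and Gm10801 together rose from 0.882 ± 0.319 to 12.7 ± 3.92 CPM (mean ± SD, n = 3 each). If genomic DNA had entered the radiated libraries, the 1254 olfactory receptor genes would have risen as a group, but the log2 ratio of their summed CPM was -0.12. Another 11 genes have transcripts that resemble Gm10800, on chromosomes 9 and 14, and the log2 ratio of their summed CPM was 1.96. The counts of one of them, Gm26870, had been seen beforehand, and without it the log2 ratio was 1.67. Transcripts of 1 repeat family could lie behind both genes. Which copy was transcribed cannot be read from counts, and DNA from those repeats alone was not excluded.

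AY036118 (chromosome 17, 39847526 to 39848829) varied 156-fold between libraries in normalized CPM. Carry-over of RNA from the whole locus would have moved its neighbour Gm26917, which ends 1184 bases before it, but that gene varied 1.23-fold. This comparison bears only on RNA that covers both genes. Carry-over of RNA from the AY036118 part alone was not tested and is not excluded by it. With both rows removed before TMM, 1464 genes were called in place of 1463, and 1460 were called in both fits. TMM trims extreme genes, so the removal could change little. It also does not test the depth that the other genes of non-radiated library 2 lost to AY036118. Without that library, a fit with fewer samples, 819 genes were called and 778 of them were shared with the 1463. What raised AY036118 in non-radiated library 2 stays open.

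The labels name an mRNA kit, yet Rn7sk, a small RNA without a poly(A) tail, was between the 5th and the 9th most counted gene in each library. The 70 histone genes of the Hist clusters, most of whose transcripts lack a poly(A) tail, had a median of at least 18.2 CPM in every library, above the 10 CPM set before the values were seen. Libraries made without strict poly(A) selection may explain this. No library of known poly(A) selection was compared, so the level such a library would show is not known here. The sum of these histone genes was 5272 ± 839 CPM in radiated and 5070 ± 811 CPM in non-radiated libraries, a difference smaller than the spread.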
